A study of Mus musculus with 9 samples. Its data were reported in "Cardiomyocyte proliferation is suppressed by ARID1A-mediated YAP inhibition during cardiac maturation" (2023).

How the data were processed

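Total RNA from the ventricles of mice at postnatal day 7 was measured by poly(A)-selected RNA sequencing. The series holds 9 libraries: 5 from Arid1a f/f control littermates, which carry the floxed gene without Cre, and 4 from αMHC-Cre;Arid1a f/f animals (cKO), in which Cre recombinase driven by the cardiomyocyte promoter αMHC deletes the floxed gene. Every library was assigned to its group by its own label, and each column of the table was matched to a library by name. The table held 0 other sample columns.

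The values are raw read counts per gene, deposited by the authors as 1 table with a column per library. According to the study's methods the authors made the libraries with a stranded kit, sequenced them as single-end reads and mapped these to the mouse genome mm10. The aligner, the counting tool, the gene annotation and the strand setting of the counting are not stated. Antisense genes, overlapping genes and near-identical copies are therefore uncertain, because reads could have been split between them or assigned to the wrong one. No normalization had been applied: the counts are whole numbers and their totals differ between libraries.

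The table lists 38293 genes by Ensembl identifier. Symbols, biotypes and coordinates were taken from GENCODE M21 on GRCm38, the assembly that mm10 denotes, and 36345 identifiers were found there, which carry 99.82% of the counts. The other 1948 identifiers stayed in the tests without a symbol. Coordinates are 1-based and cover the whole annotated gene.

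Differential expression was tested in R 4.3.3 with the quasi-likelihood F test of edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10, which left 15318 genes. Libraries were scaled by TMM, dispersions were estimated with estimateDisp and the model was fitted robustly with genotype alone. Tests were two-sided and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p under 0.05 and a fold change over 1.5 in either direction. The fold threshold and the adjusted p threshold follow the study's methods, in which DESeq2 was the test. Genotype as the only term was a choice made here. The methods and a legend of the study differ in the number of controls, and all libraries labelled as controls were used. Standard errors (SE) of log2 fold changes were computed from the fold change and its F statistic. Levels are CPM, counts divided by the TMM-scaled library total in 1e6 counts.

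Lists of genes were tested against all other tested genes with camera from limma 3.58.1, with a preset inter-gene correlation of 0.01, on log2 CPM with a prior count of 2. The adjustment was made over the 14 lists. A list's score in a library is the median, over its tested genes, of the log2 CPM minus the gene's mean over the 9 libraries. The lists named by the study are its YAP target genes, its maturation genes and its cell cycle genes; a further set of factors that the study described as unchanged was summarised without a test. The other 11 tested lists cover the cell cycle, the citrate cycle, oxidative phosphorylation, fatty acid oxidation, glycolysis, adult cardiomyocyte genes, fetal cardiomyocyte genes, conserved YAP targets, folate one-carbon metabolism, p53 targets and SWI/SNF subunits. Markers of fibroblasts, endothelium, mural cells, macrophages, lymphocytes, erythroid cells, atrium, epicardium, Schwann cells, skeletal muscle and adipocytes, together with Y-linked genes, were listed as checks on the tissue. A list of interferon response genes was written after the counts had been seen.

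Values of single measures per library were compared by two-sided exact permutation tests on all 126 splits of the 9 libraries into 5 and 4. The smallest p these can give is 0.00794. Such tests were run on 6 measures, with log2(CPM + 0.5) for genes, and on the scores of the 14 lists; those on list scores were chosen after the data had been seen. The same tests were repeated with labels permuted only within the library sets described in the results, which allows 40 splits and a smallest p of 0.025.

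The groups, the tests, the gene lists other than the interferon list, the alternatives tried and the rule for naming genes were fixed before the data were examined. The results of 3 single genes are not reported here. The rule names every gene of the study's lists, the 5 called genes with the largest rise and the 5 with the largest fall among those with a mean of at least 5 CPM, an informative symbol and no overlap between the groups, and up to 3 called members of each other list. Genes named outside the rule are marked as chosen after their values were seen.

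Alternatives were the Wald test of DESeq2 1.42.0, RLE and upper-quartile scaling, scaling without the 10 most abundant genes, no filter on low counts, a filter at a mean of 1 CPM, the replicate number as a block, Xist level as a covariate, leaving out each library in turn, other thresholds, a test against the fold threshold itself (glmTreat), fry, camera with an estimated correlation, and fgsea 1.28.0. After the data had been seen, 4 more were added: the library set as a term, a fit to 5 libraries of 1 set, the log2 library total as a covariate, and removal of trends with GC content and exon length by splines with 4 degrees of freedom.

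The procedure was tested on simulated counts for 15318 genes with the means and sizes of the real libraries, of which 200 were changed. edgeR called 192 of the 200 (96%), 0 in the wrong direction, together with 7 unchanged genes, and it called 0 genes when none were changed. DESeq2 called 195 of the 200 with 10 unchanged genes, and 3 genes when none were changed. A simulated list of 40 genes shifted by 0.3 (log2) had a camera adjusted p of 1.7e-27, and 0 of 14 other lists were called. Genes were simulated independently of each other and without library sets. The simulation therefore cannot show how camera behaves where the genes of a list are correlated. Changes of the 200 genes all exceeded the fold threshold, in genes above a minimum level. The 96% does not cover smaller changes or weakly expressed genes.

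Library totals ran from 31011055 to 40073801 counts. Sequencing reads without molecular identifiers are not independent molecules, so the depth limits counting error alone. Between libraries of 1 group, counts differed by a chi-square of 9.52 to 50.6 per degree of freedom, well beyond sampling noise. The comparison is with counting noise alone, so it cannot show whether the libraries are independent. Each library was counted as a separate sample by its label.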

Results

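Ventricular RNA of 5 control and 4 cKO mice at postnatal day 7 was compared to ask how loss of Arid1a, which encodes a DNA-binding subunit of the SWI/SNF chromatin remodelling complex, changes gene expression in the neonatal heart. Total counts were 33778629, 35763183, 36616381, 32437419 and 31011055 in control replicates 1 to 5 and 31557840, 36790081, 34163831 and 40073801 in cKO replicates 1 to 4. Log2 totals did not differ between the groups (exact permutation p = 0.437, adjusted p over 6 measures = 0.437). Between 19418 and 20317 genes had at least 1 count. Spearman correlations between libraries of the same group lay between 0.982 and 0.995. The first principal component held 36.2% of the variance and separated the groups, and the second held 22.3%.

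Arid1a (ENSMUSG00000007880, GRCm38 chromosome 4, 133679008 to 133756769) was measured at 142.4, 128.05, 133.3, 147.3 and 148.1 CPM in control replicates 1 to 5 and at 108.3, 112.9, 100.3 and 104.0 CPM in cKO replicates 1 to 4. The mean was 139.8 ± 8.84 CPM in controls (SD, n = 5) and 106.4 ± 5.44 CPM in cKO (SD, n = 4), and every cKO library lay below every control library. The log2 fold change was -0.39 (SE 0.06, adjusted p = 0.0013 by edgeR's quasi-likelihood test), a decrease smaller than 1.5-fold, so the deleted gene itself was not among the called genes. The exact permutation p of its log2 level was 0.00794, and 0.0238 after adjustment over 6 measures. Among the alternatives, a fit to 5 libraries of 1 library set, described next, moved the result most, to -0.33 with an adjusted p of 0.0822. The counts cover the whole gene and the whole ventricle, so they do not show which exons or cells the remaining reads came from. The homologs Arid1b and Arid2 were examined because the study asked whether they compensate. Arid1b changed by 0.10 (SE 0.06, adjusted p = 0.319) and Arid2 by -0.12 (SE 0.07, adjusted p = 0.277) in edgeR's test. Neither passed, and both overlapped between the groups. Without cKO replicate 2 these changes were 0.06 and -0.08.

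**Figure D1:**
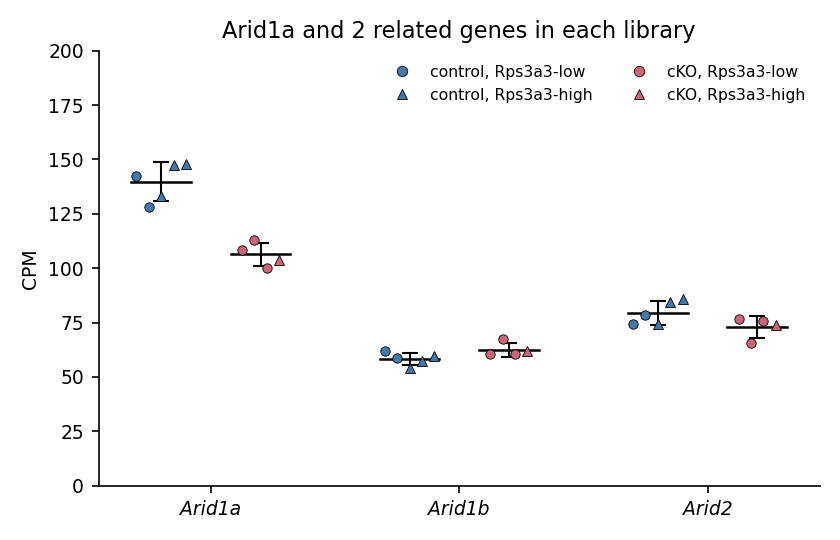
Level of Arid1a, Arid1b and Arid2 in CPM (vertical axis) in each control (blue) and cKO (red) library, with group mean and SD; circles and triangles mark the library sets. Arid1a lies between 128.05 and 148.1 in controls and between 100.3 and 112.9 in cKO, whereas both homologs overlap between the groups.

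The libraries also fell into 2 sets that cut across the groups, by the level of Rps3a3, an annotated copy of the ribosomal protein gene Rps3a1, chosen after its values were seen. Control replicates 1 and 2 and cKO replicates 1 to 3 held 0.345 to 0.521 CPM of Rps3a3 and 253.1 to 275.6 CPM of Rps3a1 (the Rps3a3-low set). Control replicates 3 to 5 and cKO replicate 4 held 99.7 to 112.3 CPM of Rps3a3 and 70.8 to 75.7 CPM of Rps3a1 (the Rps3a3-high set). The labels give no sequencing batch, and the Rps3a3-high set holds 1 cKO library, so it allows no test of its own. Both sets hold both groups, so the comparisons below are given within each set as well. For Arid1a the change was -0.34 within the Rps3a3-low set and -0.46 within the Rps3a3-high set, and the exact permutation p within the sets was 0.025, the smallest the design allows. Xist was high in control replicates 2 and 3 and cKO replicates 3 and 4, at 744.7 to 904.0 CPM, and the Y-linked genes summed to 210.2 to 302.4 CPM in the other libraries, so both groups held animals of both sexes.

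**Figure D2:**
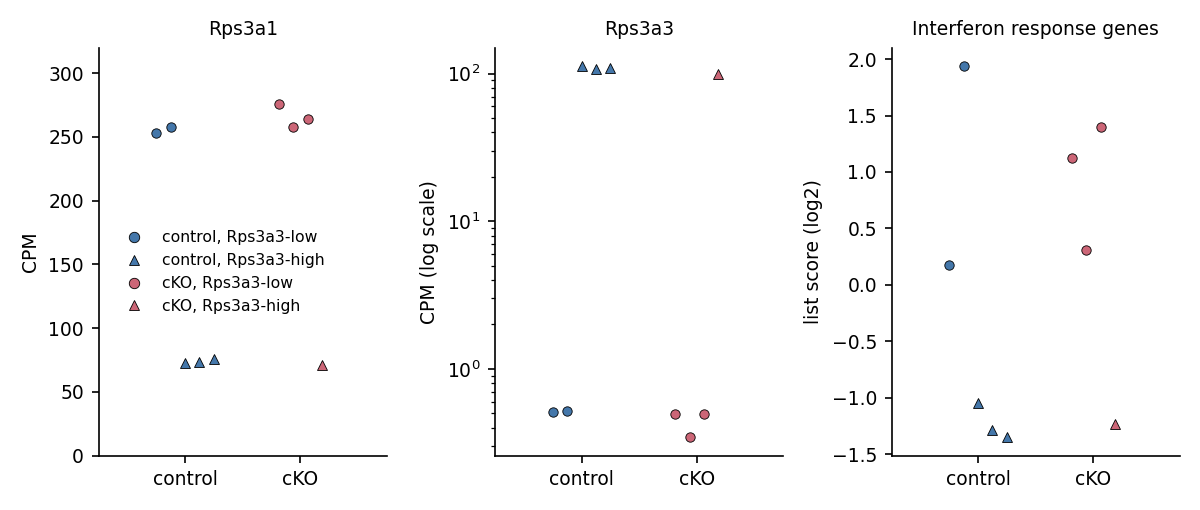
Rps3a1 and Rps3a3 in CPM (the latter on a log axis) and the score of the interferon response genes (log2) in each control (blue) and cKO (red) library; circles and triangles mark the Rps3a3-low and Rps3a3-high sets. The 4 Rps3a3-high libraries lie at 99.7 to 112.3 CPM of Rps3a3 and the other 5 at or under 0.521 CPM, and interferon scores are below -1.04 in the former and above 0.17 in the latter.

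In the comparison of cKO with control ventricles, 1030 of 15318 genes were called, 614 higher and 416 lower in cKO (59.6% higher). At an adjusted p under 0.05 without a fold threshold 2493 genes passed, 1263 higher and 1230 lower. Of the 1030 called genes, 912 had no overlap between the groups. Among all tested genes 2565 had no overlap, where chance gives 1.59%. The alternative that moved the count most among those that kept the thresholds was the fit to the 5 Rps3a3-low libraries, with 620 calls, 313 higher and 307 lower (50.5% higher), of which 518 were shared. With the library set as a term 1166 genes were called, 966 of them shared. All 1030 called genes had the same sign within both library sets, although they had been selected on these same libraries. Across all genes, which are not independent replicates, changes within the 2 sets correlated at 0.64.

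**Figure D3:**
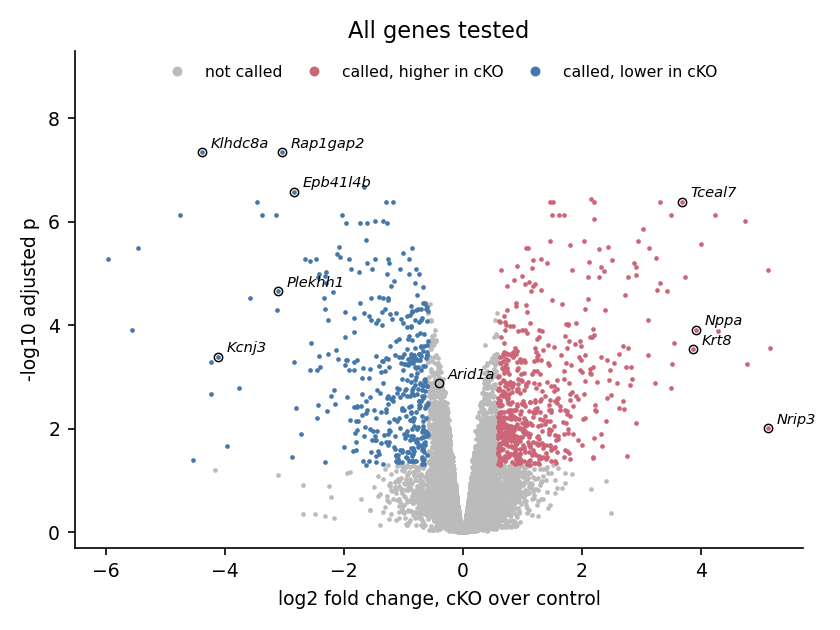
Log2 fold change of cKO over control (horizontal axis) and -log10 adjusted p (vertical axis) of the 15318 genes tested; coloured points are the 614 called higher and 416 called lower genes. Circled are Arid1a, 4 genes among those with the largest rise and the 5 with the largest fall under the naming rule.

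Among the genes with the largest rise, Nppa (chromosome 4, 148000722 to 148002079), the gene of atrial natriuretic peptide, rose from 113.9 ± 9.18 CPM (SD, n = 5) to 1721 ± 724 CPM (SD, n = 4), a log2 fold change of 3.92 (SE 0.32, adjusted p = 0.00012 by edgeR). It passed 0.05 in the other alternatives but not in the 5 Rps3a3-low libraries, where the change was 3.70 with an adjusted p of 0.0625. Krt8 (chromosome 15, 101996698 to 102004482) rose by 3.87 (SE 0.42, adjusted p = 0.00029) and Tceal7 (chromosome X, 136214779 to 136226100) by 3.69 (SE 0.18, adjusted p = 4.1e-07). Nrip3 (chromosome 7, 109758055 to 109782025) rose from 0.369 ± 0.248 to 12.8 ± 15.5 CPM, by 5.13 (SE 0.96, adjusted p = 0.0096). Its cKO mean rested largely on cKO replicate 4, and without that library the log2 fold change was 3.81.

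The genes with the largest fall were Klhdc8a (chromosome 1, 132298626 to 132307357), which went from 24.3 ± 3.96 to 1.17 ± 0.224 CPM, a log2 fold change of -4.37 (SE 0.17, adjusted p = 4.5e-08 by edgeR), and Kcnj3 (chromosome 2, 55435970 to 55598145), a potassium channel gene, with -4.10 (SE 0.44, adjusted p = 0.0004). Plekhh1 (chromosome 12, 79029163 to 79081655) changed by -3.10 (SE 0.24, adjusted p = 2.2e-05). Rap1gap2 (chromosome 11, 74383356 to 74610915) went from 85.0 ± 8.28 to 10.4 ± 1.48 CPM, by -3.04 (SE 0.11, adjusted p = 4.5e-08). Epb41l4b (chromosome 4, 56991972 to 57143437) changed by -2.83 (SE 0.13, adjusted p = 2.6e-07).

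The study asked whether cardiomyocyte maturation genes depend on Arid1a. Its 15 maturation genes had a median log2 fold change of -0.35, and all 15 were lower in cKO. The camera adjusted p of the list was 4e-10. The median was -0.42 within the Rps3a3-low set and -0.47 within the Rps3a3-high set. At an adjusted p under 0.05 over all genes 10 were lower, and 13 were lower when adjusted over the list alone. Neither these counts nor the camera p is independent evidence, because the study chose the genes on these samples. Of the 15, 6 were called, among them Rbfox1 at -2.30 (SE 0.18), Kcnj12 at -2.11 (SE 0.16), Cacng6 at -1.56 (SE 0.35), Kcnj2 at -1.18 (SE 0.13) and Atp1b2 at -0.60 (SE 0.08). Abundant contractile genes changed less. Myl2 fell by 0.43 on the log2 scale (SE 0.07, adjusted p = 0.0012 by edgeR), from 9977 ± 732 to 7395 ± 315 CPM. Atp2a2 fell by 0.23 (SE 0.07, adjusted p = 0.0458), and of the 9 fits that each left out a library it passed only in that without cKO replicate 1; without control replicate 2 the change was -0.20 (adjusted p = 0.115). Tnni3 changed by -0.31 (SE 0.11, adjusted p = 0.0689) and Myh6 by -0.12 (SE 0.11, adjusted p = 0.478), neither past the threshold. Tnni3 did pass without cKO replicate 2 (-0.40, adjusted p = 0.0216), under DESeq2 (adjusted p = 0.0339), with the library set as a term (-0.41, adjusted p = 0.00225 by edgeR), with the replicate number as a block (-0.36, adjusted p = 0.017) and with GC content and length trends removed (-0.46, adjusted p = 0.000149). Myh6 passed with those trends removed (-0.19, adjusted p = 0.0425), while without control replicate 1 its change was -0.06.

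To ask whether proliferation genes were raised, 7 cell cycle genes of the study were compared. All 7 were higher in cKO, with a median of 0.39 and a camera adjusted p of 0.00046; the median was 0.37 within the Rps3a3-low and 0.61 within the Rps3a3-high set. Of these, 5 passed an adjusted p of 0.05 over all genes and 7 when adjusted over the list alone. Neither these counts nor the camera p is independent evidence, again because the study chose the genes on these samples. Across the fits that each left out a library 3 to 6 passed over all genes. Cdk1, at an adjusted p of 0.048 by edgeR with all libraries, did not pass in 7 of those 9 fits, and over all alternatives its adjusted p ran from 0.00687 to 0.231. E2f3, at 0.02 with all libraries, did not pass without cKO replicate 3 (adjusted p = 0.0596) or cKO replicate 4 (adjusted p = 0.071), and without the latter 3 of the 7 genes passed. With all libraries and genotype alone, Ccna2 at 0.31 (adjusted p = 0.1185 by edgeR) and Ccnb1 at 0.39 (adjusted p = 0.109) did not pass. Without cKO replicate 4 their changes were 0.19 and 0.24. All 7 passed with the library set as a term, Ccna2 at 0.42 (adjusted p = 0.00425 by edgeR) and Ccnb1 at 0.53 (adjusted p = 0.00267) among them, and 1 in the 5 Rps3a3-low libraries. Only Ccne1 was called, at 0.71 (SE 0.16, adjusted p = 0.0086 by edgeR), and Ccnd2 rose by 0.53 (SE 0.09, adjusted p = 0.0014). The wider cell cycle list of 97 genes had a median of 0.32, with 88 genes higher, and a camera adjusted p of 7.2e-09. In that list 7 genes were called higher, 19 passed 0.05 over all genes and 27 when adjusted over the list alone. The called genes with the largest change were Gmnn at 1.15, Gtse1 at 0.84 and Ung at 0.72; Gtse1 did not pass with the replicate number as a block (adjusted p = 0.143 by edgeR), in the 5 Rps3a3-low libraries (0.346) or with the log2 library total as a covariate (0.0514). The scores per library overlapped between the groups, from -0.372 to 0.0182 in controls and from -0.0797 to 0.468 in cKO, and their exact permutation p was 0.0556 (0.0649 after adjustment over 14 lists). The median was 0.30 within the Rps3a3-low set and 0.51 within the Rps3a3-high set, and without cKO replicate 4 it was 0.21.

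YAP is a transcriptional coactivator restrained by the Hippo pathway, and the study asked whether Arid1a limits its targets. The 42 YAP target genes of the study had a median of 0.48, with 37 genes higher, and a camera adjusted p of 1.1e-13. At an adjusted p under 0.05 over all genes 24 were higher and 2 lower, against 29 and 2 adjusted over the list alone; the study described these genes as known targets and showed them in these same samples. The median was 0.50 within the Rps3a3-low and 0.69 within the Rps3a3-high set. Called were 18 genes, all higher in cKO. Fgf7 rose by 4.24 (SE 0.24), Bdnf by 2.32 (SE 0.19), Sytl2 by 2.21 (SE 0.13), Acta2 by 2.10 (SE 0.16), Nppb by 1.31 (SE 0.10) and Ankrd1 by 1.11 (SE 0.10). Ccn1 rose by 0.81 (SE 0.15) and Ccn2 by 0.74 (SE 0.13). The 2 genes lower at an adjusted p under 0.05 were Mtss1 at -0.49 and Fgd4 at -0.38, of which Fgd4 no longer passed when any of control replicates 2 to 5 or cKO replicates 2 or 4 was left out, with -0.30 (adjusted p = 0.0955 by edgeR) without cKO replicate 2. The separate list of 21 conserved YAP targets had a median of 0.14 and did not pass (camera adjusted p = 0.108), with 4 genes called higher, Nt5e the most at 1.49, and 1 lower; 7 were higher and 3 lower at an adjusted p under 0.05, and 8 and 4 adjusted over the list alone.

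Factors that the study described as unchanged had a median of -0.01, and 0 of 11 were called. For its MEF2, ESRR, Yap, Taz and Tead1 genes the study measured RNA by qPCR, which is a measure unlike the counts here. Past 0.05, both unadjusted and adjusted over all genes, were 3, 1 higher and 2 lower. These were Yap1 at 0.18 (SE 0.05, adjusted p = 0.0365 by edgeR), Mef2d at -0.36 (SE 0.05, adjusted p = 0.00079) and Mef2c at -0.52 (SE 0.09, adjusted p = 0.0017). Yap1 passed in 0 of the 9 fits that each left out a library, and without cKO replicate 3 it was at 0.15 (adjusted p = 0.117 by edgeR). Wwtr1 at 0.00 and Tead1 at 0.30 (SE 0.14, adjusted p = 0.17) did not pass.

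**Figure D4:**
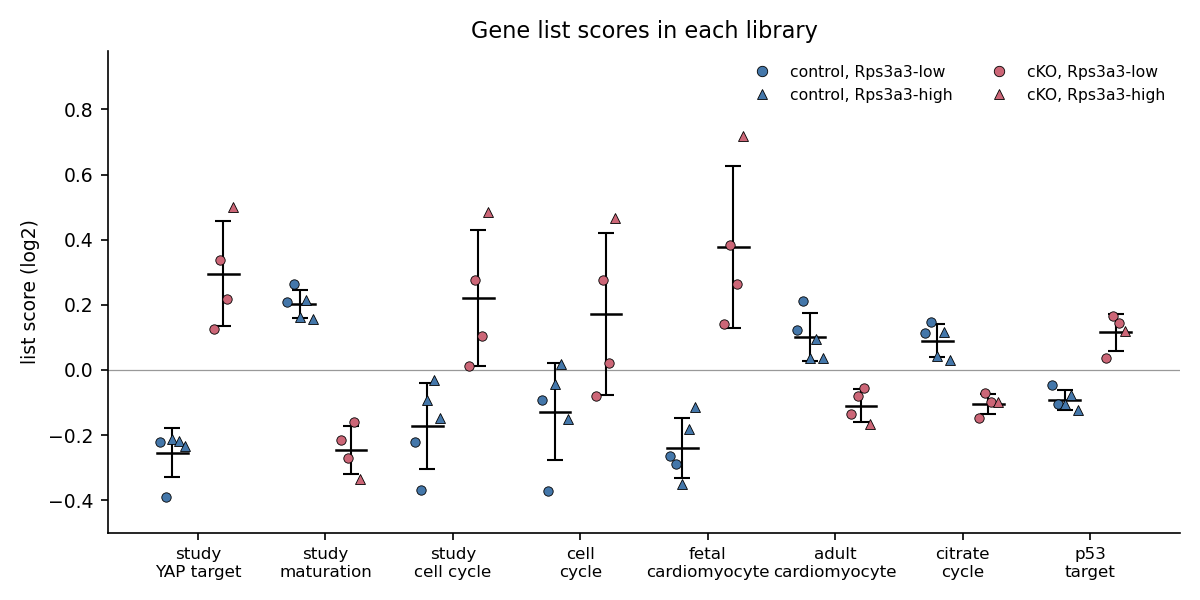
Score of 8 gene lists (vertical axis, log2) in each control (blue) and cKO (red) library, with group mean and SD; circles and triangles mark the library sets. The study's YAP target scores run from -0.389 to -0.213 in controls and from 0.126 to 0.5 in cKO, while the scores of the wider cell cycle list overlap.

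Among lists not taken from the study, the fetal cardiomyocyte list of 21 genes had a median of 0.53 (camera adjusted p = 0.00046), with 10 genes called higher and 3 lower; 12 were higher and 3 lower at an adjusted p under 0.05, and 13 and 4 adjusted over the list alone. Besides Nppa, the called members with the largest change were Hcn4 at -3.11 and Acta1 at 2.18. Acta1 overlapped between the groups and lost its call in 7 of the 9 fits that each left out a library, with an adjusted p of 0.0978 by edgeR without cKO replicate 2. The adult cardiomyocyte list of 41 genes had a median of -0.20 (camera adjusted p = 1.8e-05), with 7 genes called lower; 14 were lower and 2 higher at an adjusted p under 0.05, and 20 and 3 adjusted over the list alone. Study lists hold 10 of these 41 genes and 4 of the 21 fetal genes. Medians within the Rps3a3-low and Rps3a3-high sets were 0.59 and 0.67 for the fetal list and -0.29 and -0.17 for the adult list.

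Metabolic lists moved by less. The citrate cycle list of 27 genes had a median of -0.19 (camera adjusted p = 3.9e-05), with 0 genes called, 16 at an unadjusted p under 0.05, and 14 lower and 1 higher at an adjusted p under 0.05, the same counts as adjusted over the list alone. The oxidative phosphorylation list of 78 genes had a median of -0.10 (camera adjusted p = 0.0021), with 12 genes lower and 2 higher both over all genes and adjusted over the list alone, and 1 gene called, Cox6a1 at 0.92. The fatty acid oxidation list of 28 genes had a median of -0.09 (camera adjusted p = 0.0213), with 0 called genes, 11 at an unadjusted p under 0.05, and 5 lower and 1 higher both over all genes and adjusted over the list alone. Without cKO replicate 4 the oxidative phosphorylation median was -0.06 and the fatty acid oxidation median was -0.06 with an adjusted p of 0.0811, while without cKO replicate 1 the latter was -0.14. The glycolysis list of 20 genes did not pass, with a median of 0.16 (camera adjusted p = 0.0526), 4 genes higher and 2 lower at an adjusted p under 0.05, and 7 and 3 adjusted over the list alone; Aldoc at 2.90 and Slc16a3 at 1.95 were called. Its direction did not hold within the library sets, with medians of -0.09 in the Rps3a3-low and 0.38 in the Rps3a3-high set. Without cKO replicate 1 the glycolysis median was 0.25. Within the Rps3a3-low and Rps3a3-high sets the medians were -0.25 and -0.13 for the citrate cycle, -0.15 and -0.12 for oxidative phosphorylation and -0.08 and -0.21 for fatty acid oxidation.

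The p53 target list of 28 genes had a median of 0.20 (camera adjusted p = 0.0023), with 5 genes called higher and 1 lower; 10 were higher and 1 lower at an adjusted p under 0.05, and 12 and 2 adjusted over the list alone. Its called members with the largest change were Gdf15 at 2.22, Gtse1 at 0.84 and Phlda3 at 0.70, and Phlda3 did not pass 0.05 without control replicate 5 (adjusted p = 0.0508) or cKO replicate 2 (adjusted p = 0.0524) in edgeR. The folate one-carbon list of 18 genes had a median of 0.21 (camera adjusted p = 0.0055), with Aldh1l1 called at 1.77 and Aldh1l2 at -0.96; 5 were higher and 1 lower at an adjusted p under 0.05, and 6 and 1 adjusted over the list alone. The SWI/SNF subunit list of 25 genes did not pass, with a median of -0.05 (camera adjusted p = 0.337), and without cKO replicate 1 its median was -0.03. Within that list Dpf1 at 1.09 and Smarcd3 at 0.71 were called higher and Dpf3 at -0.87 lower, and 2 genes each way passed 0.05 both over all genes and adjusted over the list alone. Within the Rps3a3-low and Rps3a3-high sets the medians were 0.19 and 0.27 for p53 targets, 0.17 and 0.27 for folate genes, -0.05 and -0.03 for SWI/SNF subunits, and 0.16 and 0.06 for conserved YAP targets.

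Of the camera calls, those of the study's YAP targets, its maturation genes and the p53 targets held with the correlation estimated per list, each at an adjusted p of 0.0418, and the other calls did not. Under fry all calls held except the cell cycle list (adjusted p = 0.0671) and oxidative phosphorylation (adjusted p = 0.15). In exact permutation tests of the scores per library, the smallest p was 0.00794 (0.0159 after adjustment over 14 lists). It was reached by the 3 study lists and by the citrate cycle, adult cardiomyocyte, fetal cardiomyocyte and p53 lists. The fatty acid oxidation (adjusted p = 0.037), folate (0.037) and conserved YAP (0.0444) lists also passed in these tests. The SWI/SNF (adjusted p = 0.0505), cell cycle (0.0649), glycolysis (0.171) and oxidative phosphorylation (0.198) lists did not. The study chose its maturation and cell cycle genes on these samples, so camera, fry and permutation results for those study lists are not independent evidence.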

Values the study reported

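The study reported 648 upregulated and 473 downregulated genes in Arid1a cKO hearts, at an absolute fold change of 1.5 and an adjusted P below 0.05. That comparison was given with n = 4 cKO and n = 5 control hearts, whereas the methods state 4 controls and 4 mutants.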

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

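No test of an explanation was run for these single libraries, so none was chosen after the result was seen. The spread of 117 measures within the 2 groups was examined, 234 groups in all, by the gap between the most distant library and its nearest neighbour as a share of the group's range. At the 95% level 10 groups held such a library, where 11.7 would be passed by chance, so the number itself is no more than chance gives. Control replicate 2 was the distant library in 3 of them, the most for any library.

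In controls, replicate 2 had a study YAP target score of -0.389 against -0.233 to -0.213 in the others (gap share 0.89), a Ccne1 level of 2.51 in log2 CPM against 3.02 to 3.12 (0.844), and an Atp1b2 level of 6.19 against 5.92 to 5.96 (0.823). Control replicate 1 had Ung at 4.71 against 4.39 to 4.45 (0.791). In cKO, replicate 1 had Ung at 4.90 against 5.25 to 5.29 (0.881). Replicate 2 had Mef2c at 6.28 against 6.61 to 6.66 (0.874) and Esrra at 6.75 against 6.09 to 6.15 (0.901). Replicate 3 had Ccn1 at 6.24 against 5.83 to 5.88 (0.868). Replicate 4 had Kcnip2 at 8.47 against 9.10 to 9.16 (0.913) and Atp1b1 at 8.65 against 8.28 to 8.33 (0.848).

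Technical and biological differences between single animals are confounded here, since each animal gave 1 library, and no biological explanation was tested. Leaving out the distant library kept the direction of Ccne1, Mef2c, Kcnip2, Ccn1, Atp1b1, Atp1b2, Ung and the YAP target list. For Esrra it did not: without cKO replicate 2 the log2 fold change was -0.02 in place of 0.16.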

How the results depend on the processing

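The 1030 called genes kept their sign in every alternative in which they were tested. No scaling moved the median log2 fold change of all genes by more than 0.1. The number called was within 1.5 times of 1030 in 21 of 25 alternatives, and leaving out 1 library at a time gave 909 to 1171 calls, 534 to 710 higher and 375 to 461 lower. It was 620 (313 higher) in the 5 Rps3a3-low libraries, an alternative chosen after seeing the data that uses fewer samples. By construction, thresholds moved it too: 330 genes (185 higher, 145 lower) in a test against a 1.5-fold change itself, 2493 (1263 higher, 1230 lower) with no fold threshold, and 531 (318 higher, 213 lower) above 2-fold. DESeq2 called 1205 genes, 719 higher and 486 lower, of which 1021 were shared. Removing GC content and length trends, also chosen after seeing the data, gave 1082 calls with 53.5% higher. The log2 library total as a covariate, likewise chosen after seeing the data, gave 890 calls, 502 higher and 388 lower, of which 850 were shared.

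Replicate numbers are shared between the groups, but they do not pair the samples: deviations of same-numbered libraries correlated at 0.0107 to 0.232 (mean 0.0754). With the replicate block, 879 genes were called, 505 higher and 374 lower.

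The Arid1a change was -0.33 (adjusted p = 0.0822) in the 5 Rps3a3-low libraries by edgeR, where fewer samples remain; over all alternatives its adjusted p ran from 5.48e-07 to 0.0822, and leave-one-out values from -0.42 to -0.37. The p53, SWI/SNF, study YAP target and study maturation lists stayed on the same side of 0.05 in all 24 alternatives. For the maturation list this is not independent evidence, since the study chose its genes on these samples. With the correlation estimated per list, calls were lost for the cell cycle (0.32, adjusted p = 0.384), citrate cycle (-0.19, 0.131), oxidative phosphorylation (-0.10, 0.519), fatty acid oxidation (-0.089, 0.384), adult cardiomyocyte (-0.20, 0.159), fetal cardiomyocyte (0.53, 0.159), folate (0.21, 0.159) and study cell cycle (0.39, 0.215) lists. Under fry the cell cycle (0.0671) and oxidative phosphorylation (0.15) calls were lost and the conserved YAP list passed (0.14, 0.00549), as it did under fgsea (0.0208), where the folate list did not (0.0587). In the 5 Rps3a3-low libraries the fatty acid oxidation list (-0.073, 0.202) and the folate list (0.19, 0.0562) no longer passed, and the glycolysis list reversed to -0.074 (0.494). Glycolysis passed with no filter on low counts (0.16, 0.0421) and with a mean of at least 1 CPM (0.17, 0.0481). Across the fits that each left out 1 library the glycolysis median ran from 0.11 to 0.25, passing without control replicate 1, control replicate 2 or cKO replicate 1, and the fatty acid oxidation median from -0.14 to -0.056, not passing without cKO replicate 4. The cause of these changes was not tested.

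Of 2053 comparisons of a named gene with an alternative, 166 changed: 106 weaker, 35 stronger and 25 reversed. In the 5 Rps3a3-low libraries, where fewer samples remain, 30 of 98 named genes no longer passed, among them Nppa, Ccne1, Mef2c, Ccn1, Cacng6, Slc16a3, Ung, Dpf1, Gdf15, Phlda3 and Cox6a1. With the replicate block, which leaves out control replicate 5, 9 no longer passed, among them Gtse1 (adjusted p = 0.143 by edgeR), Dpf1 (0.085) and Phlda3 (0.0947). The reversed ones concern genes near 0. Esrrb went from -0.01 to 0.00020 with upper-quartile factors, 0.044 with the replicate block, 0.0026 with Xist as a covariate, 0.053 with the log2 total as a covariate and 0.065 in the Rps3a3-low libraries, and from -0.18 to 0.13 across the fits that each left out 1 library. Wwtr1 went from -0.001 to 0.012 with upper-quartile factors, 0.0068 with the 1 CPM filter, 0.014 with the replicate block, 0.0012 with Xist, 0.034 with the log2 total, 0.012 with the library set as a term, 0.061 in the Rps3a3-low libraries and 0.0032 with GC and length trends removed, and from -0.053 to 0.044 across the fits that each left out 1 library. In the Rps3a3-low libraries Esrra was -0.071 and Esrrg 0.0050. Leaving out 1 library gave -0.023 to 0.27 for Esrra and -0.054 to 0.20 for Ccne2. The cause was not tested.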

Other observations

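Tests on library size, the share of abundant genes, the library sets, the interferon response genes, the chromosome regions, Hlf, the size of the Arid1a change, neighbouring genes and the mitochondrially encoded share were chosen after those results were seen.

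The number of calls was set against other divisions of the same libraries. Only the real one, 1 of the 100 splits drawn of the 126 possible, gave as many called genes, and likewise 1 of 100 as many higher and 1 of 100 as many lower. The other 99 gave a median of 0 and at most 277. The division with 277 calls moved all 4 cKO libraries together to the other side, so it carries much of the genotype difference. The split that follows the library sets, fitted without genotype, gave 177 calls. With Xist as a covariate 987 genes were called. The 10 most abundant genes held 14.2 to 18.2% of the counts, a range that shifts all other genes by at most 0.069 (log2) between any pair of libraries, below the fold threshold of 0.585. Removing GC and length trends left 1082. Of the 1030 calls, 966 were shared with the fit that has the library set as a term. With the log2 library total as a covariate 890 genes were called, 850 of them shared. These values argue against sex, library size, a few abundant genes, GC content, length or library set as the whole source of the calls. The fullest window of 20 neighbouring genes, at 109280738 to 114068324 on chromosome 2, held 7 calls, and a share of 0.564 of random placements were as full, which argues against a single differing chromosome region. The control animals lack Cre, so an effect of Cre itself cannot be separated from the deletion and was not tested.

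The same count for the gene lists was less clear. As small a camera p was found in 1 of the 100 splits for the study's YAP targets, 1 for its maturation genes and 2 for the fetal cardiomyocyte list. It was found in 5 splits for the adult cardiomyocyte list, 6 for the citrate cycle, 6 for p53 targets, 12 for folate genes, 13 for the study's cell cycle genes and 21 for fatty acid oxidation. For the remaining lists the numbers were 23 for conserved YAP targets, 35 for SWI/SNF subunits, 36 for the cell cycle list, 49 for oxidative phosphorylation and 51 for glycolysis. A camera p for cell cycle or oxidative phosphorylation genes as small as the one reported therefore arose often in other divisions of the libraries. Some of these divisions kept most or all cKO libraries together, so they are not free of the genotype difference. The study's maturation and cell cycle genes were chosen on these samples, which favours the real division for these lists.

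A lower share of cardiomyocytes would raise markers of the other cell types alike. Endothelial markers had a median of -0.028, fibroblast markers 0.14, mural cell markers 0.06, macrophage markers 0.44, lymphocyte markers -0.18, erythroid markers 0.32, epicardial markers -0.38, Schwann cell markers -0.24 and skeletal muscle markers 0.42, while 1 adipocyte gene was tested, at 1.63. Endothelial scores overlapped, at -0.0353 to 0.0511 in controls and -0.0977 to 0.0377 in cKO. This argues against a lower cardiomyocyte share that raised all other cell types alike as the whole source of the fall in maturation genes. Fibroblast scores were higher in every cKO library (0.0694 to 0.2) than in every control (-0.113 to 0.0124), so a changed share of single cell types is not excluded. The macrophage median is not adjusted for the library sets, between which these markers changed by -0.735. The atrial list had a median of -0.21. Of its markers outside the fetal program, 4 of those named in advance could be tested: Sln at -1.25 (SE 0.67, edgeR adjusted p = 0.262), Stard10 at -1.44 (SE 0.24, adjusted p = 0.00176), Mybphl at -1.27 (SE 0.61, adjusted p = 0.196) and Dkk3 at 0.31 (SE 0.09, adjusted p = 0.0379), with a median of -1.26. All 11 atrial markers outside the fetal list had a median of -0.57. Of these, 8 were lower, 3 past an adjusted p of 0.05 (Stard10, Tbx5 and Kcnj3), and 3 were higher, 2 past it (Dkk3 and Pam). The markers thus did not rise together, which argues against atrial tissue in the cKO samples as the whole source of the higher fetal genes; a small amount is not excluded. In these counts of whole ventricle, a change of the cardiomyocyte program with loss of Arid1a stays open as a hypothesis. The study also reported lower maturation genes by qPCR after ARID1A knockdown in human stem cell-derived cardiomyocytes, which was not examined here.

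Arid1a fell by 0.39 on the log2 scale, less than a complete deletion in every cell would give. A candidate explanation is transcript from ventricular cells that keep the gene or from the recombined allele (log2 fold change -0.39). These cannot be told apart with counts per gene, which hold neither exons nor cell types. The study reported that the gene was efficiently deleted in cardiomyocytes at this age, by qPCR, immunostaining and lineage tracing.

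The library sets differed in more than Rps3a3. Between them 287 genes were called in a fit with genotype as the other term, 48 higher and 239 lower in the Rps3a3-high set. Rps3a3 was higher by 7.77 and Rps3a1 changed by -1.83 (edgeR adjusted p = 2.9e-09), opposite directions that would be seen if reads of the parent gene were assigned to its copy in 4 of the libraries. Mean Rps3a1 was 261.8 CPM in the Rps3a3-low and 73.3 CPM in the Rps3a3-high set. Mean Rps3a3 was 0.474 and 107.5 CPM, so the copy gained less than the parent gene lost. Processed pseudogenes were called more often than protein-coding genes, 19 of 400 (4.75%) against 249 of 13780 (1.81%, Fisher's exact p = 0.00022, across genes, which are not independent). Differing assignment of reads between near-identical copies is thus a candidate explanation for part of the change in the Rps3a genes. With the log2 library total as a covariate Rps3a3 was still higher by 7.77, which argues against library size. For these genes a strain variant against the reference cannot be told apart from differing assignment, because counts hold no base calls. Neither is put forward for the 287 calls as a whole. Of these, 249 were protein-coding, and they include interferon response genes such as Iigp1 at -4.885 (edgeR adjusted p = 0.0317).

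The interferon response genes followed the same sets. All 43 tested were higher in the Rps3a3-low libraries, with a median change of -2.40 in the Rps3a3-high set. Iigp1 ran from 87.1 to 808.6 CPM in the Rps3a3-low and from 5.50 to 20.1 CPM in the Rps3a3-high libraries. Between the genotypes 0 of the 43 were called and 2 had an unadjusted p under 0.05; the median there was 0.34. Macrophage markers changed by -0.74 between the sets, far less than the interferon genes, which argues against macrophage number as the whole source, and with the log2 library total as a covariate the median change of the interferon genes was -2.44, which argues against library size. All 9 libraries fell on the same side of both divisions, so an interferon response of 1 cohort of animals and a difference between library batches cannot be told apart. Exposure of some animals to a virus or another stimulus may be involved, which the 9 of 9 match to the library sets neither shows nor excludes.

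Hlf, a circadian transcription factor gene chosen after its values were seen, fell by 1.47 on the log2 scale (SE 0.09, edgeR adjusted p = 9.7e-07). A different time of dissection would move related clock outputs with it. Dbp changed by 0.50 in the other direction but did not pass (SE 0.16, edgeR adjusted p = 0.0544). Per2 fell with Hlf, at -0.44 (adjusted p = 0.0078), and Per3 at -0.47 (adjusted p = 0.057), Per1 at -0.33, Nr1d1 at -0.20, Arntl at -0.16 and Tef at -0.13 were lower without passing. A different time of dissection and an effect of the deletion cannot be told apart, since the labels give no time of day and the clock genes did not all move in 1 direction.

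The mitochondrially encoded share of counts was 12.2 to 13.9% in controls and 10.03 to 12.7% in cKO (exact permutation p = 0.0317, 0.0634 after adjustment over 6 measures), a difference that does not pass the adjustment. With labels permuted within the library sets p was 0.05, and beside the log2 library total the group term had an exact permutation p of 0.0476. Since the share does not pass its own adjustment, neither the sets nor library size is excluded. The 10 most abundant genes held a smaller share in cKO by 2.32 percentage points (exact permutation p = 0.00794, adjusted 0.0238, within sets 0.025). Among these genes mt-Co1, mt-Cytb, mt-Nd1, mt-Nd5, mt-Nd4 and mt-Nd2 are mitochondrially encoded. The 2 shares therefore overlap, and this difference is not a separate result.

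Called genes of the same direction lay next to each other more often than chance gives. Of neighbouring tested genes, 87 pairs were called in the same direction, against a median of 35 and at most 54 in 1000 random placements. Of the 87 pairs, 14 overlap, and the 73 that do not overlap still exceeded the random placements (median 31, at most 49). Reads shared by overlapping genes are therefore not the whole source. Random placements do not match genes on expression or family, and whether shared regulatory regions, tandem copies or transcripts running into the next gene are involved was not tested.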
